A study of Mus musculus with 8 samples.

How the data were processed

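Chromatin accessibility was measured by ATAC-seq, in which a transposase inserts sequencing adapters into open DNA, in livers of 9-week-old male mice fasted for 24 h. Per the labels, 8 libraries covered 4 genotypes with 2 libraries each: wild type, liver knockout of Cpt2, knockout of Ppara, and both knockouts together. Cpt2 encodes a carnitine palmitoyltransferase needed for mitochondrial oxidation of long-chain fatty acids, and Ppara encodes a nuclear receptor for fatty acids.

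The authors deposited a peak list for each library, called separately per library with MACS2 on mm10, per the peak names in the files. Aligner, duplicate handling and the Tn5 offset are not stated in the labels used here. In each list the deposited score equals 10 times the −log10 p-value rounded down to a whole number, for 99.9949% to 100% of peaks. The deposited fold is MACS2's ratio of the pileup at the summit to the local background. The deposited −log10 p and −log10 q values per peak had minima of 7.115 to 7.823 and of 4.628 to 5.581 per library, so the lists start at nearly the same p cutoff. Peak numbers missing from the deposited names numbered 610 to 647 per list, so the lists do not hold every numbered peak. Score, fold and −log10 p are the authors' values for each peak and were used to describe, rank or filter peaks within a list. Fold and −log10 p also gave the MACS2 background, which was compared across libraries, as was the median fold of each list. A further deposited table gave consensus positions and per-library interval positions, per the file headers on mm10. Its 49587 consensus regions were identical to the union of the 8 lists merged on overlap, and each of its 8 interval tracks was identical to exactly 1 peak list. The table holds positions and no read count or signal per region.

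The test design fixed before the data were examined assumed counts or normalized signal per region. Because the files gave only presence or absence of a peak, no model per region was fitted, as that design allowed. Split tests in place of the planned ones are therefore adaptations made once the form of the data was known. The set tests planned on signal were replaced by split tests on peak calls, and the planned fits by Ppara and Cpt2 status by counts of separated regions. A region counted as called in a library when a peak overlapped it by at least 1 bp. For a pair of genotypes, a changed region was called in both libraries of one genotype and in neither of the other. The 4 libraries of such a pair form 3 splits into 2 and 2, so the smallest share possible is 0.333 and no test was made. The totals of the mixed splits, which put 1 library of each genotype on each side, are given as the background. For Ppara status, Cpt2 status and their interaction, regions called in all 4 libraries of one side and none of the other were counted and compared with all 35 splits of the 8 libraries into 4 and 4, where the smallest p is 0.0286. Ppara-intact denotes wild type and Cpt2 knockout, and Ppara-null denotes Ppara knockout and double knockout. Cpt2-intact and Cpt2-null are used likewise. The interaction sides were wild type with double knockout against the single knockouts.

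Numbers of peaks were compared by a two-sided exact permutation test over 70 orders. Overlap of peak sets was the base-pair Jaccard index from bedtools 2.31.1, with a one-sided exact permutation test over the 105 ways of pairing the 8 libraries. Computation used Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1 and pandas 2.3.3, and plots used matplotlib 3.10.9. Gene positions came from a RefSeq table on GRCm38.p6, the assembly of mm10, with 21900 protein-coding genes. It gives neither strand nor exons, so regions are described as within 1 kb of either end of a gene, inside a gene or outside genes. As a check of the match, 25.97% of consensus regions lay within 1 kb of a gene end, against 5.265% of the same regions moved by 1 Mb. Regions were assigned to the nearest protein-coding gene.

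The depth of the libraries is not given as a read total. MACS2's fold and p together determine the pileup and background of a peak, and this could be solved for 99.982% to 100% of peaks with a −log10 p under 30. The lowest background was 4.097 tags in each of the 8 libraries, at which 14.88% to 24.41% of these peaks lay. Equal backgrounds mean an equal product of tag number and extension length.

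The lists differ in length, so comparisons were repeated with equal-number lists, which hold each library's strongest 18132 peaks by −log10 p, the size of the shortest list. Other alternatives were a −log10 q of at least 5 or of at least 20, a peak covering at least 50% of a region, a distance of 5 kb, sets matched on the number of libraries calling a region, the replicate number as a block, and leaving out each library in turn. Chosen after seeing the data were the −log10 q of 20, the matched sets, every alternative for the named regions, the equal-number lists for pairs of genotypes, the interaction, gene ends and gene lists, the −log10 q of 5 and the 50% cover for the interaction, the replicate block for peak numbers and for counts by status, the comparison by Cpt2 status and interaction with only the 18 splits that have 2 libraries of each Ppara status on each side, and leaving out libraries for gene lists and gene ends. The others were fixed with the design.

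Counting was tested on simulated calls for the 49587 regions in the comparison by Ppara status, with settings chosen after the data were examined. Every count fell within 4 SD of the value computed from the simulated distributions. The lowered regions were drawn from the strongest 25% and lowered 4-fold, and all libraries of a side had the same yield. With 200 such regions lowered and no other difference, 72.5% of them were recovered from all peaks. With a lower yield on one side as well, 44.5% were recovered from equal-number lists, where 84.05 regions were expected and 89 found. Lower yield without any changed region separated 550 regions in one direction and 0 in the other from all peaks. In equal-number lists it separated 25 and 18, still the most of the 35 splits, so rank among splits alone does not tell changed regions from lower yield, and the size of a count has to be read too. The real regions called only in Ppara-intact libraries had a median percentile of 37.8, and real lists differ in length within a side. The recovery rates and simulated counts therefore do not give the values to expect in the real data.

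The rule for named regions was fixed for signal values and adapted to calls once their form was known. As adapted, it took for 4 comparisons up to 3 regions per direction with complete separation, 1 per gene, whose mean percentile was at least the median over regions, ranked by mean percentile of −log10 p within the lists that called them. It further took the 5 highest such regions of the Ppara target list, and Cpt2 and Ppara themselves. Of the regions this rule chose, 1 is not reported here. The 2 gene lists, 50 Ppara target genes and 30 liver secreted protein genes, were fixed with the design, and all their symbols matched and had a region. A search for the Ppara binding motif was not made because no genome sequence was used here.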

Results

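The data comprised 8 ATAC-seq peak lists from livers of fasted mice, with 2 libraries for each of wild type, Cpt2 liver knockout, Ppara knockout and double knockout. The series asks how Ppara and fatty acid oxidation together shape the chromatin of the fasted liver. Wild type libraries had 28733 and 36141 peaks, and Cpt2 knockout libraries had 39296 and 35908. Ppara knockout libraries had 20340 and 18283 peaks, and double knockout libraries had 22715 and 18132. The peaks covered 12.3 to 16.25 Mb in Ppara-intact and 6.618 to 8.787 Mb in Ppara-null libraries. The median deposited fold of a list was 6.555 to 7.455 in the former and 5.645 to 6.082 in the latter. The lowest MACS2 background was 4.097 tags in each of the 8 libraries. Of the 49587 consensus regions, 11258 (22.7%) were called in all 8 libraries and 11411 (23.01%) in 1 library alone.

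The targeted genes were examined first as a check of the labels. At Cpt2 (chromosome 4, 107903982 to 107923589, mm10), the region at the gene's end at 107923217 to 107923773 was called in all 8 libraries. A region inside the gene at 107921928 to 107922335 was called in the 4 Ppara-intact libraries, Cpt2 knockouts included, and in none of the Ppara-null ones. Within 1 kb of Ppara (chromosome 15, 85734910 to 85806851) lay 10 regions. Of these, 2 were called in all 8 libraries, at 85734711 to 85736214, within 1 kb of the gene's end, and at 85787162 to 85787937, inside the gene. The regions inside Ppara at 85742635 to 85742997, 85762806 to 85763305 and 85774288 to 85774815 were called in all 4 Ppara-intact libraries and in no Ppara-null library. The last of these ranked highest, at percentile 81 to 91.2 of the Ppara-intact lists by −log10 p. The deleted exons are not named in the labels, and no region at Cpt2 separated Cpt2 knockout from wild type, so the calls at these genes neither verify nor contradict the genotype labels.

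**Figure D1:**
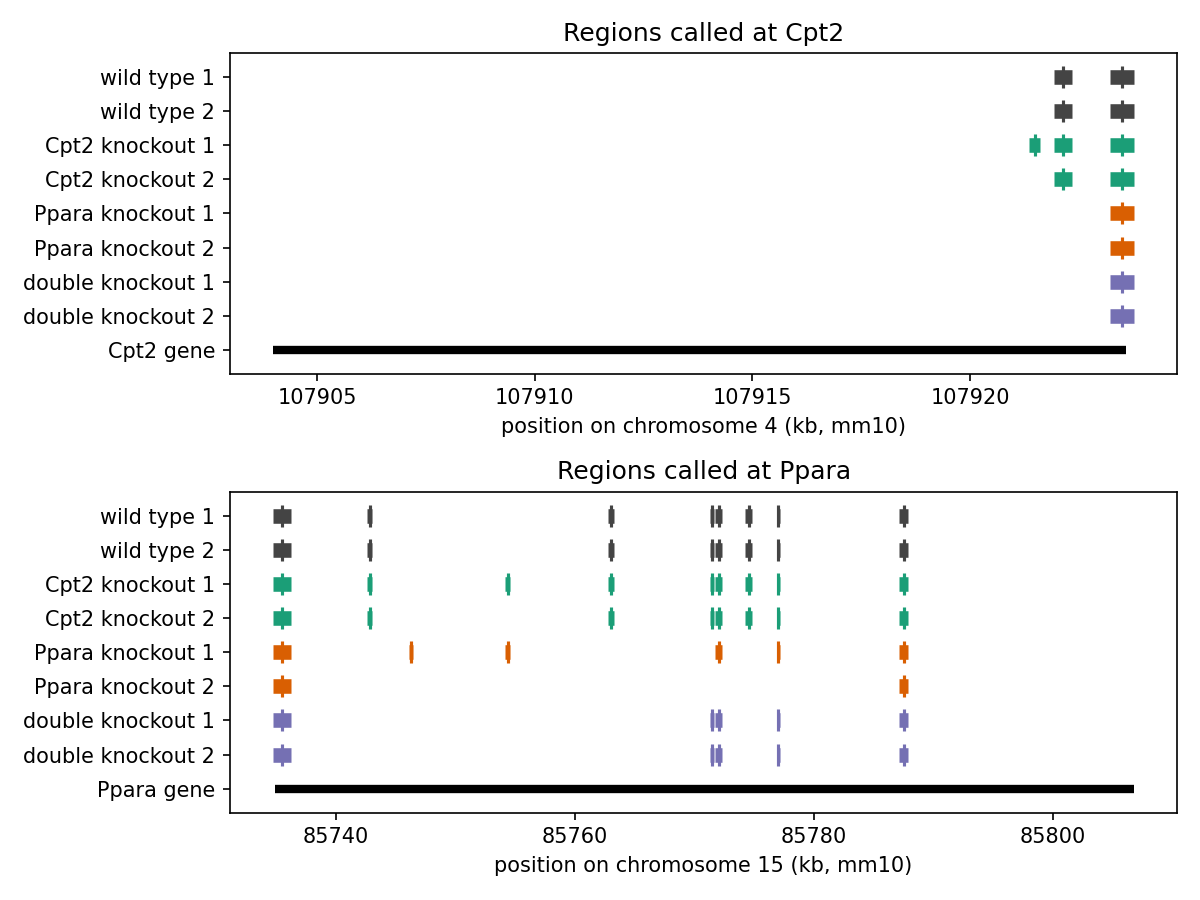
Consensus regions called in each library (coloured bars, one row per library) along Cpt2 on chromosome 4 and Ppara on chromosome 15, with position in kb on mm10 and the gene as a black bar; ticks mark region centres. Of the 10 regions at Ppara, 2 are called in all 8 libraries, and the region inside Cpt2 at 107921928 to 107922335 is called in the 4 Ppara-intact libraries and in no Ppara-null library.

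The number of peaks was compared by genotype. Wild type averaged 32437 ± 5238 peaks (SD, n = 2), Cpt2 knockout 37602 ± 2396 (SD, n = 2), Ppara knockout 19311.5 ± 1455 (SD, n = 2) and double knockout 20423.5 ± 3241 (SD, n = 2). Ppara-null libraries averaged 19867.5 ± 2149 peaks and Ppara-intact libraries 35019.5 ± 4467 (SD, n = 4 each), a difference of -15152 and a ratio of 0.567 (two-sided exact permutation test, p = 0.0286, the smallest it can give). Without Ppara knockout 2 the exact p was 0.0571, and likewise without double knockout 2. By Cpt2 status the difference was 3138.5 peaks (exact permutation p = 0.657), and for the interaction it was 2026.5 peaks (exact permutation p = 0.771), both smaller than the SD within sides. Each of these sides holds 2 libraries of each Ppara status, so that SD includes the difference by Ppara status and is not the spread between replicates. With only the splits balanced for Ppara status, the exact permutation p was 0.333 and 0.556. Without Cpt2 knockout 1 the differences by Cpt2 status and interaction were -289.25 and -1586.58. That leaves 1 Ppara-intact and 2 Ppara-null libraries on its side, so the difference by Ppara status enters both values. Their change of sign therefore does not show that 1 library decides the direction. The number in the peak names was 441, 443, 446 and 4717 in the Ppara-intact and 6831 to 6834 in the Ppara-null libraries. If it marks a batch, batch and Ppara status cannot be told apart, because no batch holds both statuses.

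**Figure D2:**
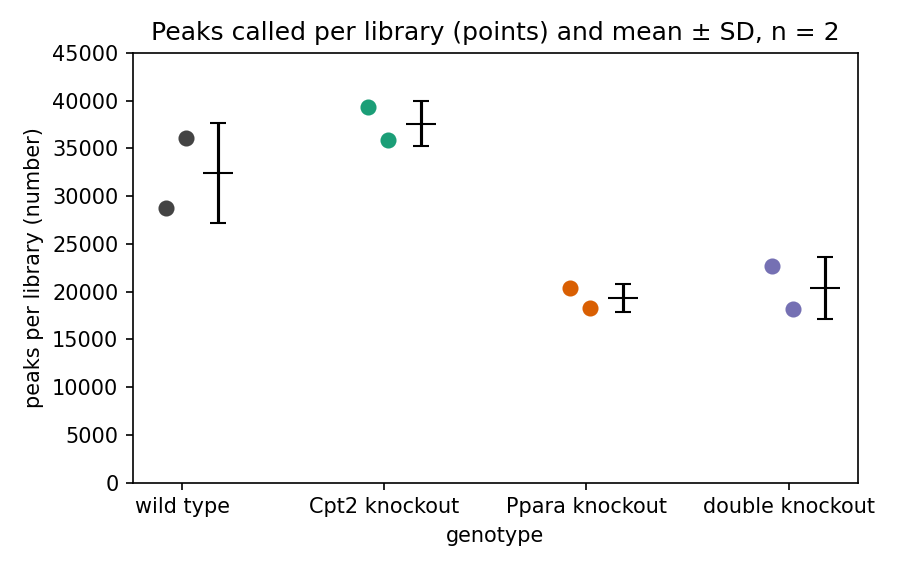
Number of peaks per library (points, 2 per genotype) with the mean and SD of each genotype beside them. The Ppara knockout and double knockout libraries lie between 18132 and 22715 peaks, below the wild type and Cpt2 knockout libraries at 28733 to 39296.

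Overlap of peak sets asked whether replicates resemble each other more than other genotypes. The base-pair Jaccard index averaged 0.601 over the 4 same-genotype pairs (0.539 to 0.661), 0.591 over the 8 pairs of the same Ppara status but another genotype (0.504 to 0.699), and 0.424 over the 16 pairs of different Ppara status (0.355 to 0.532). Of all ways to pair the 8 libraries, 2 gave as high a mean, the real one included (one-sided exact permutation p = 0.019). Among the 9 pairings that keep Ppara status together, 2 were as high. Within the Ppara-null libraries, same-genotype pairs averaged 0.55, above the 0.53 and 0.529 of the other 2 pairings, and in equal-number lists 0.561 against 0.534 for both. Within the Ppara-intact libraries they averaged 0.652, between 0.647 and 0.657, and in equal-number lists 0.662, below 0.668 and 0.67. The 3 pairings of one status allow no share below 0.333. In equal-number lists the averages were 0.612, 0.601 and 0.498, and the exact p was 0.0286. Without Cpt2 knockout 2 the exact p was 0.0667. The mean index within Ppara status exceeded that between statuses by 0.17 with all peaks and by 0.107 in equal-number lists, in each case the most of the 35 splits (exact permutation p = 0.0286).

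**Figure D3:**
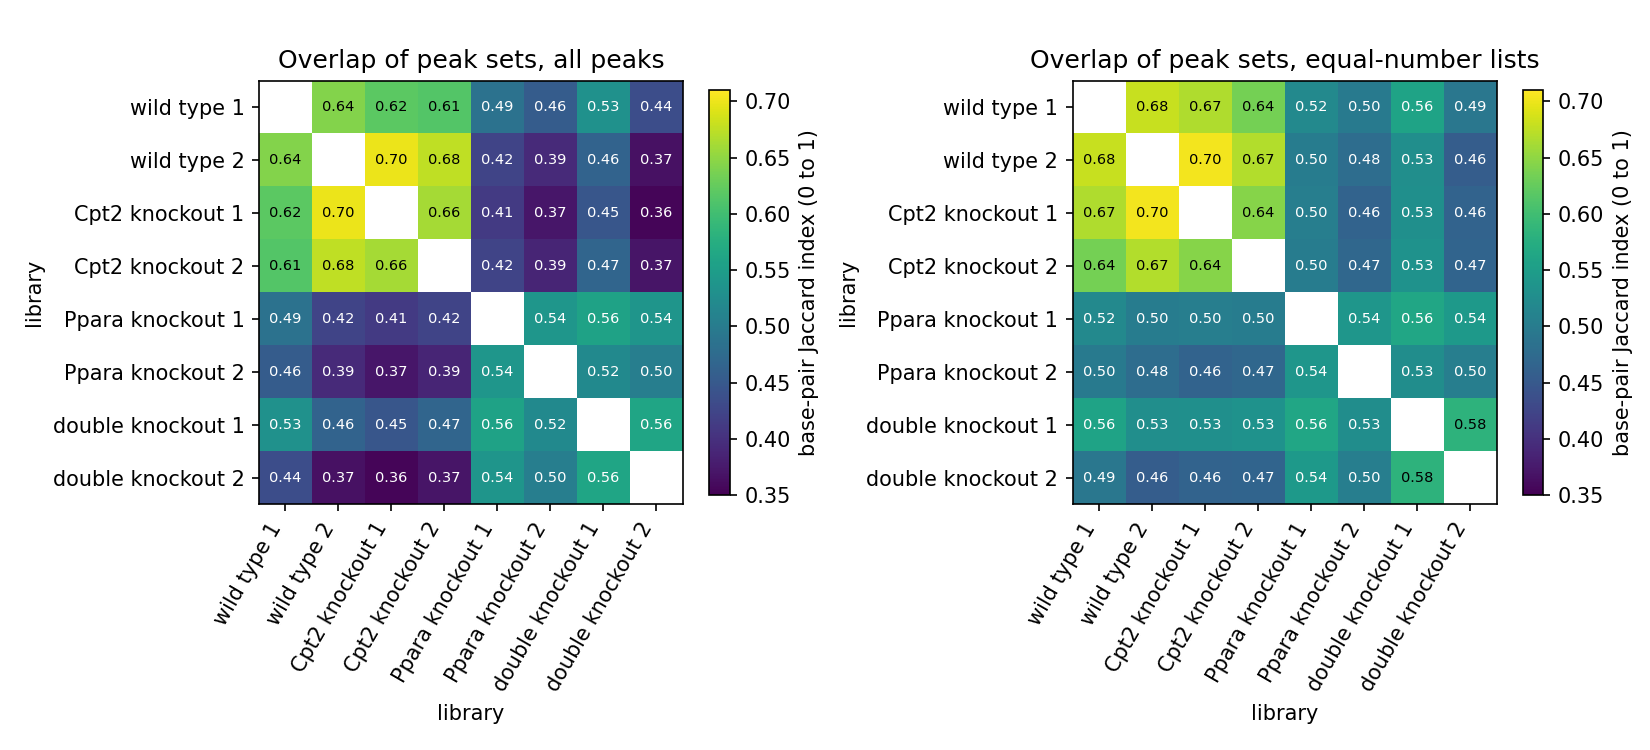
Base-pair Jaccard index between each pair of libraries, as colour and number, with all peaks (left) and with equal-number lists (right). Pairs of different Ppara status average 0.424 with all peaks and 0.498 in equal-number lists, below the 0.601 and 0.612 of same-genotype pairs.

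Each pair of genotypes was then compared by region. For Cpt2 knockout against wild type, 1798 regions were called only in Cpt2 knockout and 254 only in wild type. This total of 2052 lay between the mixed-split totals of 1564 and 2405, and so was not above the spread between replicates. In equal-number lists, the alternative that moved it most apart from leaving out a library, 455 and 404 regions were called only in Cpt2 knockout and only in wild type, a total of 859, fewer than the 1047 and 1048 of the mixed splits. For Ppara knockout against wild type, 228 regions were called only in the knockout and 6740 only in wild type, against mixed-split totals of 689 and 935. In equal-number lists the split was 1179 to 1707, a total of 2886 against mixed totals of 792 and 846. For double knockout against wild type, the counts were 596 and 6418, against mixed totals of 500 and 916, and 1528 to 1662 in equal-number lists, a total of 3190 against 641 and 772.

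Loss of Ppara where Cpt2 was already lost was read from double knockout against Cpt2 knockout. It gave 296 regions only in double knockout and 10106 only in Cpt2 knockout, against mixed totals of 598 and 509. In equal-number lists the counts were 1295 and 1485, a total of 2780 against 852 and 760. Loss of Cpt2 where Ppara was already lost was read from double knockout against Ppara knockout. It gave 1157 and 721 regions, a total of 1878 against mixed totals of 1460 and 1163, and in equal-number lists 1005 and 910, a total of 1915 against 1206 and 1049. This total was the largest of its 3 splits with all peaks and in equal-number lists. None of these 5 comparisons of 2 libraries with 2 can reach a share of splits below 0.333. Equal-number lists hold the same number of peaks in each library, which brings both directions closer to balance by construction. Without wild type 1 the direction of Cpt2 knockout against wild type turned, to 2479 and 2663 regions, and without Ppara knockout 2 that of double knockout against Ppara knockout turned, to 1891 and 2684. The side left with 1 library then needs 1 call and 2 absences, and the other 2 calls and 1 absence. The 2 directions are not counted alike, so these turns cannot show whether the direction rests on 1 library.

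By Ppara status, 3384 regions were called in all 4 Ppara-intact and no Ppara-null libraries, and 34 the reverse. This total of 3418 was the largest of the 35 splits (exact p = 0.0286), where the others had a median of 26 and a maximum of 310. In equal-number lists 402 and 254 regions were separated, a total of 656, again the largest of the 35 splits (exact p = 0.0286), with a maximum of 170 among the others. Without wild type 1 the total with all peaks was 5917. By Cpt2 status, 48 regions were called only in the 4 Cpt2-null libraries and 3 only in the Cpt2-intact ones, and 10 of the 35 splits separated as many. Splits with unequal numbers of Ppara-null libraries on their sides carry the difference by Ppara status. Of the 18 splits with 2 libraries of each Ppara status on each side, the real one separated the most regions, with 31 in the next, but 18 splits allow no exact p below 0.0556. The direction turned in equal-number lists, with 20 regions called only in the Cpt2-null and 27 only in the Cpt2-intact libraries, and 3 of these 18 splits separated as many. At a −log10 q of at least 20 and at 50% cover, the real split again separated the most of the 18. For the interaction, 5 and 6 regions were separated, and 28 of the 35 splits separated as many. This count holds only regions called in all wild type and double knockout libraries and in no single knockout, or the reverse, and so misses an effect of Cpt2 loss present at one Ppara status alone.

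**Figure D4:**
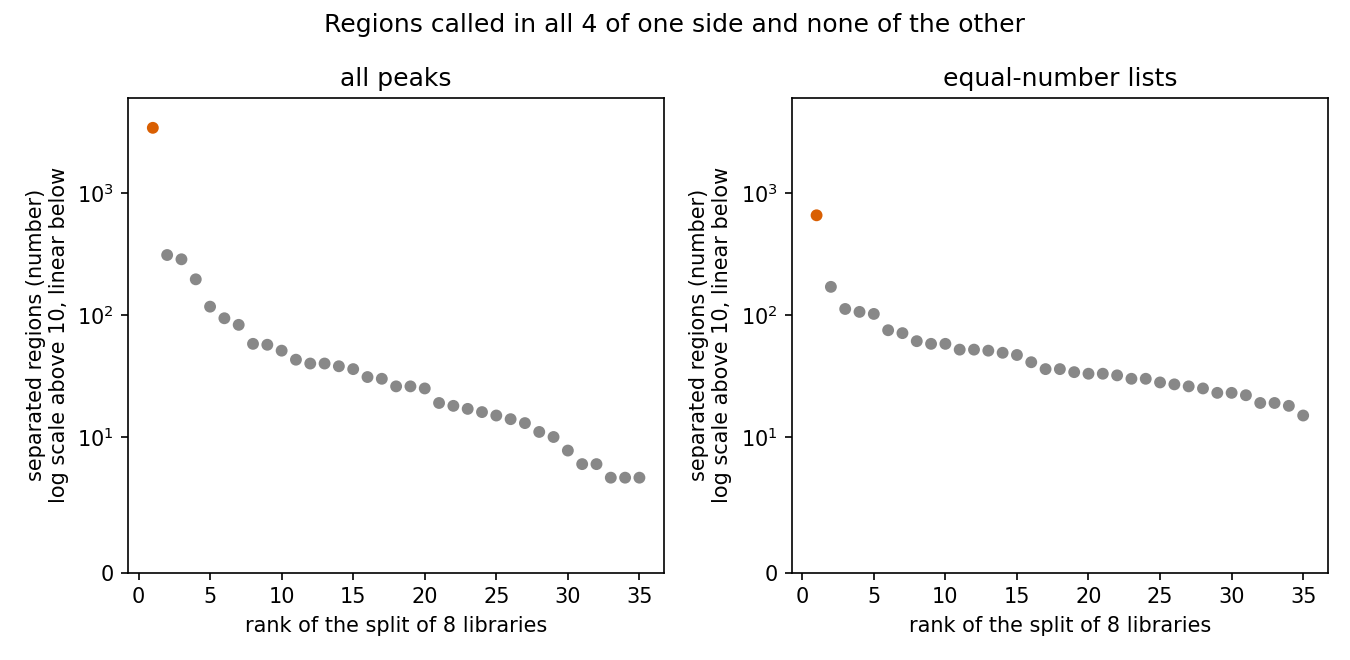
Regions called in all 4 libraries of one side and in none of the other (vertical axis, logarithmic above 10 and linear below) for each of the 35 splits of the 8 libraries, ranked, with all peaks (left) and equal-number lists (right). The split by Ppara status (orange) separates 3418 and 656 regions, and the next split 310 and 170.

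The regions separated by Ppara status lay away from gene ends. Of the 3384 called only in Ppara-intact libraries, 19% lay within 1 kb of a gene end, against 26.5% of other regions (odds ratio 0.651, Fisher's exact p = 6.52e-23). In equal-number lists the shares were 13.4% and 33%. Of the 34 called only in Ppara-null libraries, 2.94% lay within 1 kb (Fisher's exact p = 0.000672), and in equal-number lists 16.9% of 254, against 32.8% of other regions. Of the 48 regions called only in Cpt2-null libraries, 6.25% lay within 1 kb (Fisher's exact p = 0.000793), but at 5 kb the share was 29.2% against 39.9% (Fisher's exact p = 0.142). Regions are not independent replicates, so these tests describe the regions. Per library, the share within 1 kb was 28.61% to 36.01% in Ppara-intact and 37.94% to 44.84% in Ppara-null libraries.

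Regions named by the rule were as follows. Regions absent from wild type and called in both Cpt2 knockouts with the highest ranks lay inside Vwf (chromosome 6, 125574994 to 125575442), 1782 bp from Tubb2a (chromosome 13, 34079790 to 34080142) and 182112 bp from Sp3 (chromosome 2, 72753916 to 72754318). Their mean percentiles were 71.9, 67.7 and 67.2. Outside this pair of genotypes, the first was also called in Ppara knockout 1 and both double knockout libraries. The second was also called in double knockout 1, and the third in no library outside the pair. Those called only in wild type of this pair, 9369 bp from Mmgt2 (chromosome 11, 62675728 to 62676076), inside Wwox (chromosome 8, 114716565 to 114716904) and at an end of Glipr1 (chromosome 10, 112002635 to 112002925), had mean percentiles of 38.8, 38.6 and 38.2, and in equal-number lists 1, 0 and 1 of the 2 wild type libraries called them.

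Of the regions called in all 4 Ppara-null and no Ppara-intact libraries, the highest ranked lay on chromosome 15 at 60141663 to 60142122, 125045 bp from 4933412E24Rik, at a mean percentile of 98.3. The next lay 2507 bp from Mfng (chromosome 15, 78752999 to 78753375), at 84.1, and 798935 bp from Tbc1d32 (chromosome 10, 55214982 to 55215358), at 83.3. The highest ranked regions of the opposite kind lay 15994 bp from F3 (chromosome 3, 121707099 to 121707543), at 91.5, inside the spans of both Ccdc33 and Stra6 (chromosome 9, 58105593 to 58106179), at 90.4, and inside Ints14 (chromosome 9, 64980544 to 64981086), at 90.4. All 6 kept complete separation in equal-number lists. In Ppara knockout against wild type the rule further gave a region called only in the knockout 7208 bp from Cyp2b19 (chromosome 7, 26779838 to 26780188, mean percentile 89.7). Called only in wild type of this pair were regions 19119 bp from Vmn2r102 (chromosome 17, 19713867 to 19714245, mean percentile 95.1), inside Abhd6 (chromosome 14, 8016146 to 8016689, 94.9) and inside Tbc1d1 (chromosome 5, 64325838 to 64326844, 93.6). These do not follow Ppara status: both double knockout libraries called the regions at Vmn2r102 and Tbc1d1, and double knockout 1 called that inside Abhd6. In double knockout against Cpt2 knockout the rule gave a region called only in double knockout inside Ttc21b (chromosome 2, 66189207 to 66189573, mean percentile 84.1). Outside that pair, wild type 1 and both Ppara knockout libraries called it as well. Called only in Cpt2 knockout of that pair was a region 379046 bp from Slc5a7 (chromosome 17, 54678084 to 54678575, 93.1).

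For the 50 Ppara target genes, 256 regions were assigned. They were called in 74.1% of Ppara-intact and 30.2% of Ppara-null library positions, against 69.4% and 38.9% for all other regions. The list's change was -13.5 percentage points relative to other regions, the largest of the 35 splits (exact p = 0.0286, 6 tests, Benjamini-Hochberg adjusted p = 0.0857). It does not pass 0.05 after adjustment, but no outcome could have. The 3 factors are different splits of the same 35, so only 1 test per list can reach 0.0286. The smallest adjusted p possible is then 0.0857, and the adjustment cannot decide the question. Per library, 61.7% to 82% of the list's regions were called in the 4 Ppara-intact and 23.8% to 35.2% in the 4 Ppara-null libraries. Matching on the number of libraries calling a region moved the value most, to -7.19. Of the list's regions, 46 were called only in Ppara-intact libraries and 1 only in Ppara-null ones, and in equal-number lists 15 and 2. The highest ranked were 66448 bp from Acsl1 (chromosome 8, 46404114 to 46404589), 7624 bp from Cyp4a31 (chromosome 4, 115555458 to 115556003), at ends of Acaa1b (chromosome 9, 119156848 to 119157351) and Acot1 (chromosome 12, 84009249 to 84009812), and 12955 bp from Pdk4 (chromosome 6, 5509233 to 5510158). All 5 were called in the 4 Ppara-intact and no Ppara-null libraries, also in equal-number lists.

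By Cpt2 status the target list changed by 2.73 points relative to other regions (exact p = 0.6) and for the interaction by 0.139 points (exact p = 0.971). Among 10000 random sets matched on calls, its change lay at percentile 0.03 in Ppara knockout against wild type, 1.97 in double knockout against wild type, 0.01 in double knockout against Cpt2 knockout, 87.73 in Cpt2 knockout against wild type and 89.36 in double knockout against Ppara knockout. These percentiles describe these libraries. The 129 regions of the 30 liver secreted protein genes changed by 7.91 points the other way by Ppara status (exact p = 0.0286, adjusted p = 0.0857), and by 3.6 points in equal-number lists (exact p = 0.171). The former does not pass 0.05 after adjustment either, and under the same limit it could not have. Leaving out any of 5 of the 8 libraries, for example wild type 1, brought its exact p to 0.0571. By Cpt2 status and interaction this list changed by -1.42 and -0.282 points (exact p = 0.8 and 0.943).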

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

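The equal-number lists for pairs of genotypes, the interaction and the gene lists, the −log10 q of 20, the matched sets, the alternatives for named regions, the replicate block for peak numbers and for counts by status, the 18 splits balanced for Ppara status, and the tests that leave out libraries for gene lists and gene ends were chosen after seeing the data.

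In equal-number lists the totals of changed regions were 859 for Cpt2 knockout against wild type, 2886 for Ppara knockout against wild type, 3190 for double knockout against wild type, 2780 for double knockout against Cpt2 knockout and 656 by Ppara status. These lists hold fewer peaks by construction. The separated regions of the interaction numbered 32 there and 5 at a −log10 q of at least 20. By Cpt2 status, equal-number lists turned the direction, to 27 regions only in Cpt2-intact and 20 only in Cpt2-null libraries, and the cause was not tested. At a −log10 q of at least 20 Cpt2 knockout against wild type gave 1176 regions and Cpt2 status 26. A −log10 q of at least 5 removed at most 1 peak per list and so tests nothing.

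With one library left out of a pair of genotypes, one side needs 1 call and 2 absences and the other 2 calls and 1 absence. The 2 directions are then not counted alike, so a turned direction there does not show that 1 library decides it. In every comparison fewer libraries have to be separated, and counts rise by construction. They ran from 5142 to 7216 regions for Cpt2 knockout against wild type, where leaving out wild type 1 gave 2479 to 2663 and so turned the direction, from 9429 to 15106 for Ppara knockout against wild type, from 9421 to 15414 for double knockout against wild type, from 12750 to 17625 for double knockout against Cpt2 knockout and from 4575 to 5481 for double knockout against Ppara knockout, where leaving out Ppara knockout 2 gave 1891 to 2684 and turned the direction as well. By Ppara status the range was 3625 to 5917, the highest without wild type 1, by Cpt2 status 71 to 151 and for the interaction 27 to 112. By status and interaction no call against the 35 splits changed. The difference in peaks ran from -17247.5 to -13726.5 by Ppara status, with an exact p of 0.0571 without Ppara knockout 2 and without double knockout 2, from -289.25 (without Cpt2 knockout 1) to 6765.42 by Cpt2 status and from -1586.58 to 5417.75 for the interaction, which turned without either Cpt2 knockout library or without double knockout 2. By Cpt2 status and interaction no left-out library brought the difference past the threshold. Leaving out 1 library there leaves unequal numbers of each Ppara status on the sides. The difference by Ppara status thus enters these values and their changes of sign. The mean index of same-genotype pairs ran from 0.5811 to 0.6218, with an exact p of 0.0667 without Cpt2 knockout 2.

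For the Ppara target genes, no alternative other than the replicate block moved the result by Ppara status across its threshold. By Cpt2 status the value was -1.27 points for the list's regions near gene ends, set against all other regions. It ran from -0.144 to 5.65 with one library left out. For the interaction it was -1.87 in equal-number lists, -0.0526 in matched sets and -1.75 with both, and ran from -3.17 to 3.44 with one library left out. For the secreted protein genes by Ppara status, equal-number lists gave 3.6 points (exact p = 0.171), matched equal-number lists 4.32 (exact p = 0.0857), and leaving out one library 6.09 to 9.34, past the threshold only without Ppara knockout 2, double knockout 1 or double knockout 2. With one library left out, their values ran from -3.5 to 1.47 by Cpt2 status and from -3.46 to 1.89 for the interaction. For the list's regions near gene ends, set against all other regions, these were -5.23 and -3.97, and the interaction was 0.508 in matched sets. The share of Cpt2-null-only regions near gene ends was 29.2% at 5 kb, where the difference from other regions was not past the threshold. With one library left out, the sides by Cpt2 status and interaction hold unequal numbers of each Ppara status, which enters those values. This imbalance aside, the cause was not tested for these.

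With only the 18 splits balanced for Ppara status, which allow no p below 0.0556, the exact p by Cpt2 status was 0.0556 for the 51 regions, 0.333 for the number of peaks, 0.222 for the Ppara target genes and 0.722 for the secreted protein genes. For the interaction it was 0.667, 0.556, 0.944 and 0.944 in the same order.

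Replicate numbers did not pair the libraries: correlations of replicate differences ran from -0.0314 to 0.0255 over 6 pairs of genotypes. With the replicate block, 18 splits remain and the smallest p is 0.0556, so the 3418 regions and -15152 peaks by Ppara status, the -13.5 points of the target genes and the 7.91 points of the secreted protein genes could not pass the threshold. Of the 29 regions chosen by the rule for named regions, counted per comparison, 4 lost complete separation in at least 1 of 3 alternatives, 3 of them in equal-number lists, and 0 turned direction. Quantile normalization, another count model, median scaling, another pseudocount, the filter on mean value, fits on 4 libraries, other set tests and the motif search were not run, because they need signal or sequence.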

Other observations

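Chosen only after the results were seen were the tests on tag number, the series of numbers, lower yield at one cutoff, matched regions, splits balanced for Ppara status, the surroundings of Ppara, the draws for neighbouring regions, Cpt2 knockout 2, regions of a single pair of libraries and equal-number lists for pairs of genotypes; for counts against the 35 splits and for target genes near gene ends, set with the design or adapted from it, what each outcome would mean was written down only after the results were seen.

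Fewer peaks in Ppara-null libraries could come from fewer tags, but the lowest MACS2 background was 4.097 tags in each of the 8 libraries, which fewer tags at one extension length would not give. A cohort or processing difference stays open: 0 of the 4 Ppara-null libraries carry a number in the peak names near that of a Ppara-intact library (6831 to 6834, against 4717 at most), so this series of numbers in the peak names (processing or cohort) and Ppara status cannot be told apart. A lower quality of the Ppara-null nuclei or libraries falls under the same limit.

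The separation by Ppara status was larger than in any of the other splits: 1 of the 35 splits, the real one, separated as many regions, with all peaks and also in equal-number lists. For Cpt2 status 10 of 35 splits and for the interaction 28 of 35 splits separated as many. The splits above Cpt2 status all have unequal numbers of Ppara-null libraries on their sides. Of the 18 balanced for Ppara status, 1, the real one, separated as many as 51 regions. With 18 splits this share cannot fall below 0.0556. In equal-number lists 3 of the 18 separated as many as the real one. At a −log10 q of at least 20 only the real one did, with 26 regions against 10 in the next split. The same held at 50% cover, with 52 regions against 29. Whether the count by Cpt2 status exceeds that of an arbitrary grouping stays open. A uniformly lower yield could explain most of the 3384 regions lost with all peaks, whose median percentile in the Ppara-intact lists was 37.8 against 81 for regions called in all 8. It argues against lower yield as the whole cause that 254 regions were called only in Ppara-null libraries in equal-number lists, while the largest count in one direction among the other splits was 98. With all peaks only 34 regions were called only in Ppara-null libraries. Most of the 254 therefore had a lower-ranked peak in at least 1 Ppara-intact library, and differ in rank rather than in presence of a peak. A shift between gene-end and distal peaks is another candidate explanation. Among regions over 5 kb from gene ends alone, with 7864 peaks per list, 423 regions were separated by Ppara status, 245 only in Ppara-intact and 178 only in Ppara-null libraries, against at most 106 in the other 34 splits. Yield that differs between classes of distal regions stays open, as does the series of numbers above, so a remodelling of distal regions with Ppara loss is one hypothesis among these.

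Ppara target regions lost more calls than other regions, by more than in any other split (1 of 35). Loss of weak regions first could give this, yet against regions called in the same number of libraries the difference was -7.19 points. For the list's regions near gene ends, set against all regions outside that set, it was -9.45 points. Both were the largest of the 35 splits. The second comparison sets gene-end regions against mostly distal ones, so it does not remove a shift between gene-end and distal peaks. Gene-end regions held a larger share of the Ppara-null lists (37.94% to 44.84%, against 28.61% to 36.01%), so that shift alone would raise the value. A dependence of the target regions on Ppara is a hypothesis these values leave possible, but the 4 Ppara-null libraries share one series of numbers, and that alternative was not excluded.

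The highest ranked region found only in Ppara-null libraries, at percentile 95.8 to 99.5 of the lists, lies on chromosome 15, as does Ppara. DNA of another strain kept around the targeted gene is a candidate explanation for such regions. Within 20 Mb of Ppara lay 4 of the 34 regions found only in Ppara-null libraries (11.8%, against 2.49% of other regions, Fisher's exact p = 0.00991), but 1.57% of the 254 in equal-number lists, against 2.52%. Of the regions found only in Ppara-intact libraries, 3.07% lay there with all peaks (against 2.46%, odds ratio 1.26, Fisher's exact p = 0.03) and 3.23% in equal-number lists (against 2.5%, odds ratio 1.3, Fisher's exact p = 0.333). Of these 4 sets, 3 had a higher share near Ppara than other regions, and the Ppara-null set in equal-number lists did not. The highest ranked region itself lies outside this window, which was set after the region was seen, and genotypes at these positions were not analysed here. Around Cpt2, 6.25% of the 48 regions found only in Cpt2-null libraries lay within 20 Mb, which is 3 regions (against 1.9%, Fisher's exact p = 0.0635), too few to tell.

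Regions called only in Ppara-intact libraries lay side by side more often than independent loss of each region would give. Of the 3384, 16.4% had another such region within 10 kb, against a mean of 9.3% and a maximum of 11.5% in 1000 random draws from the 24051 regions called in all 4 Ppara-intact libraries. Draws with as many regions per decile of strength gave a mean of 10.1% and a maximum of 12.7%. Other properties shared by neighbouring regions were not matched. No biological explanation was tested for this.

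Cpt2 knockout 2, whose number in the peak names (4717) stands apart from 441, 443 and 446, had a mean Jaccard index of 0.649 with the other 3 Ppara-intact libraries in equal-number lists, against 0.684 among those 3. With all peaks these means were 0.65 and 0.654, and wild type 1, at 0.626, resembled the other 3 least. The pattern thus rests on the equal-number lists, and one library cannot show whether the series of numbers is the cause.

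In equal-number lists, Cpt2 knockout against wild type separated 859 regions, fewer than both mixed splits, whereas double knockout against Ppara knockout separated 1915, more than its mixed splits of 1206 and 1049. Regions called in the 2 double knockout libraries alone numbered 361 there, and those in the 2 Ppara knockout libraries alone 253, the highest among the 28 pairs of libraries. The Cpt2 knockout and wild type pairs had 140 and 137, ranks 10 and 11. With all peaks the double knockout pair had 123 and the Ppara knockout pair 32, ranks 8 and 22, below the 1333 of the Cpt2 knockout pair. For counts of regions, whether the effect of Cpt2 loss differs with Ppara status was not tested, since their count for the interaction misses an effect present at one status alone. For the number of peaks and the 2 gene lists the interaction was tested and was not past the threshold (exact permutation p = 0.771, 0.971 and 0.943).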
